# Genetic Abolishment of Hepatocyte Proliferation Activates Hepatic Stem Cells

**DOI:** 10.1371/journal.pone.0031846

**Published:** 2012-02-23

**Authors:** Yoko Endo, Mingjun Zhang, Sachie Yamaji, Yong Cang

## Abstract

Quiescent hepatic stem cells (HSCs) can be activated when hepatocyte proliferation is compromised. Chemical injury rodent models have been widely used to study the localization, biomarkers, and signaling pathways in HSCs, but these models usually exhibit severe promiscuous toxicity and fail to distinguish damaged and non-damaged cells. Our goal is to establish new animal models to overcome these limitations, thereby providing new insights into HSC biology and application. We generated mutant mice with constitutive or inducible deletion of Damaged DNA Binding protein 1 (DDB1), an E3 ubiquitin ligase, in hepatocytes. We characterized the molecular mechanism underlying the compensatory activation and the properties of oval cells (OCs) by methods of mouse genetics, immuno-staining, cell transplantation and gene expression profiling. We show that deletion of DDB1 abolishes self-renewal capacity of mouse hepatocytes in vivo, leading to compensatory activation and proliferation of DDB1-expressing OCs. Partially restoring proliferation of DDB1-deficient hepatocytes by ablation of p21, a substrate of DDB1 E3 ligase, alleviates OC proliferation. Purified OCs express both hepatocyte and cholangiocyte markers, form colonies *in vitro*, and differentiate to hepatocytes after transplantation. Importantly, the DDB1 mutant mice exhibit very minor liver damage, compared to a chemical injury model. Microarray analysis reveals several previously unrecognized markers, including Reelin, enriched in oval cells. Here we report a genetic model in which irreversible inhibition of hepatocyte duplication results in HSC-driven liver regeneration. The DDB1 mutant mice can be broadly applied to studies of HSC differentiation, HSC niche and HSCs as origin of liver cancer.

## Introduction

Stem cells can self-renew, differentiate, and maintain tissue homeostasis. In highly proliferating tissues such as the skin and the gut, stem cells continuously produce transit-amplifying cells that differentiate and replenish short-lived mature cells [1], [2]. By contrast, the liver has very low levels of cell turnover, and it primarily relies on replication of highly differentiated parenchymal hepatocytes to regenerate in response to loss of liver mass [3], [4], [5]. However, when hepatocyte replication is inhibited or compromised, quiescent HSCs can be activated to produce a large number of transit-amplifying progenitor cells (called OCs in rodents), which eventually differentiate to hepatocytes and bile duct cholangiocytes to restore the liver to its original volume [6], [7], [8].

Conventionally, HSC activation and oval cell proliferation are induced in chemical injury rodent models [6], [9], [10]. One of the commonly used methods is the 2-acetylaminofluorene (2-AAF)/partial hepatectomy (PH) model, in which hepatocyte proliferation is blocked by 2-AAF prior to PH-stimulated liver regeneration [11]. This rodent model is well established in rats, but the same procedure does not induce OCs in mice. Alternative protocols such as 3,5-diethoxycarbonyl-1,4-dihydro-collidine (DDC)-supplemented diets and ethionine-supplemented choline-deficient diets have been developed to induce HSC activation in mice [12], [13]. However, these injury models are not ideal for identifying biomarkers of HSCs or studying mechanisms of HSC activation for several reasons. First, these chemicals damage both hepatocytes and non-parenchymal cells including HSCs and OCs. Second, it is impossible to genetically distinguish damaged existing hepatocytes from newly regenerated hepatocytes from activated HSCs. Finally, promiscuous effects of the chemicals would confound experimental result interpretation. As a result, a better model bypassing these difficulties is desirable.

The molecular signals that activate HSCs are just beginning to be addressed in transgenic mice. Overexpression of TWEAK (TNF-like weak inducer of apoptosis), a TNF-family cytokine, can stimulate oval cell proliferation in mouse liver through binding its receptor Fn-14 [14]. Similarly, hepatocyte-specific deletion of the *neurofibromatosis type 2* (*Nf2*) tumor suppressor gene yields a progressive expansion of oval cells [15]. However, whether and how TWEAK or merlin (encoded by *Nf2*) directly stimulates the oval cell proliferation still need to be established.

We recently demonstrated that hepatocyte-specific deletion of DDB1, an adaptor protein for Cullin4 ubiquitin ligase [16], permanently blocks the hepatocytes from self-renewing, resulting in compensatory regeneration of new DDB1-expressing hepatocytes and progressive tumor development [17]. Here we report that one possible source of these new hepatoctyes are the DDB1-expressing oval cells, which are activated in response to the proliferative defect of DDB1-depleted hepatocytes. These DDB1 mutant mice show minor liver damage compared with those chemically injured mice. We have explored this model of HSC activation and identified several candidate markers of oval cells that have not been unraveled using chemical injury models.

## Materials and Methods

### Animals

Generation and characterization of *DDB1^F/F^* and *DDB1^F/F^*;*Mx1-Cre^+/−^* mice have been described previously [17]. *Alb-Cre* strain, *p21* mutant strain and *Rosa26-lacZ* Cre-reporter strain were purchased from The Jackson Laboratory (Bar Harbor, ME) [18]. Immunocompromised 6-week-old *nu/nu* mice were purchased from the Harlan Laboratories (Indianapolis, IN). The diet containing 0.1% DDC was purchased from Purina TestDiet (Richmond, IN). All animals were maintained in pathogen-free facilities and all experiments followed regulations of the investigators' institutional animal care, with approval ID 08-061 from the Sanford-Burnham Medical Research Institute review committee.

### Immunostaining and Imaging

Tissue samples were dissected from mice and fixed in 4% (w/v) paraformaldehyde, embedded in paraffin, and immunostaining were performed as described [19]. The following primary antibodies were diluted in Antibody Diluent with Background Reducing Components (Dako, Denmark) and incubated at 4°C overnight: DDB1 (Bethyl Laboratories, Burlingame, CA), EpCAM (epithelial cell adhesion molecule) (Abcam, Cambridge, MA), A6 (gift from Dr. V. Factor), Cytokeratin19 (CK19) (gift from Dr. R. Oshima), Albumin (Novus Biologicals, Littleton, CO), α-fetoprotein (AFP) (Santa Cruz Biotechnology, Santa Cruz, CA), CD133 (eBioscience, San Diego, CA), ß-galactosidase (Mirus Bio Corporation, Madison, WI), CD45 (eBioscience), F4/80 (eBioscience) and Reelin (Abcam).

For immunocytochemical staining, cells were fixed with PBS containing 4% paraformaldehyde at room temperature for 20 minutes and permeabilized and blocked with blocking buffer containing 0.1% Triton X, 1% BSA and 10% goat serum at room temperature for 30 minutes. Cells were then incubated with primary antibodies at 4°C overnight, followed by secondary antibodies at room temperature for 30 minutes.

### Western Blotting

Hepatocytes isolated after perfusion were lysed in RIPA buffer and lysates were centrifuged at 12,000 rpm for 15 minutes at 4°C to remove cellular debris. Supernatants were diluted in NuPAGE sample buffer (Invitrogen, Carlsbad, CA) and boiled at 70°C for 10 minutes. Protein samples were separated by NuPAGE precast gel (Invitrogen) according to the manufacturer's instruction and transferred to PVDF membranes. The following primary antibodies were incubated overnight at 4°C: p21 (BD Biosciences, Bedford, MA), c-Jun (Santa Cruz Biotechnology), DDB1 (Invitrogen), Lamin B, PCNA and ß-tubulin (Sigma-Aldrich, St. Louis, MO).

### Cell Fractionation

DDB1-deficient mouse embryonic fibroblasts (MEFs) were obtained by infecting primary *DDB1^F/F^* MEFs with adenovirus expressing Cre [19]. Cells were suspended in HB buffer (10 mM Tris, pH8.0, 1.5 mM MgCl_2_, 10 mM KCl, protease inhibitors cocktail) and allowed to swell on ice for 15 min. Triton X-100 (0.2%) was added and the homogenate was centrifuged for 10 min at 1000 g at 4°C. The supernatant (cytoplasmic fraction) was transferred to fresh tube and NaCl concentration was adjusted to 200 mM. Nuclear pellet was washed 5 times with HB buffer containing 0.2% Triton X-100 and resuspended by vortexing at 4°C for 30 minute in buffer C (10 mM Tris, pH8.0, 1.5 mM MgCl_2_, 10 mM KCl, 400 mM NaCl, 0.4% Triton X-100, protease inhibitors cocktail). Homogenate was then centrifuged for 15 min at 20,000 g at 4°C and the nuclear extract was transferred to a fresh tube. Equal volumes of HB buffer were added to bring the NaCl concentration to 200 mM.

### Liver Cell Isolation

Liver cells were isolated using a standard three-step protocol. Liver perfusion was initiated by administering through the portal vein 200 ml of 0.5 M EGTA solution in basic liver perfusion buffer (30 mM KCl, 1.3 M NaCl, 10 mM NaH_2_PO_4_.2H_2_O, 100 mM Glucose and 100 mM HEPES, adjusted to pH7.4 at 37°C). The liver was then washed with 200 ml of basic liver perfusion buffer alone. Subsequently, 0.02% collagenase type 4 (Sigma-Aldrich) and 5 mM CaCl_2_ were added to the basic liver perfusion buffer and perfusion was continued until digestion was complete. The digested liver was suspended in 50 ml of PBS and the dissociated cells were passed through a 100 µm nylon mesh and centrifuged at 50 g for 5 minutes at 4°C. After centrifugation, precipitated cells were used as hepatocyte fraction, and 35 ml of supernatant was transferred to a new tube and washed with PBS. Cells were centrifuged at least twice at 2000 rpm for 5 minutes and the pellets were suspended in ice-cold PBS containing 10% FBS and used as non-parenchymal cells.

### Flow Cytometry Analysis and Sorting

Aliquots of non-parenchymal cells were incubated with red blood cell lysis buffer (Sigma-Aldrich) to eliminate erythrocytes. After washing with PBS, cells were blocked with 10% rat serum (eBioscience) in PBS for 30 minutes on ice. Cells were then incubated with fluorescence-conjugated EpCAM (eBioscience) and F4/80 (eBioscience) antibodies in 3% BSA/PBS for 30 minutes on ice, sorted using FACSVantageSE DiVa (BD Biosciences), and analyzed using FlowJo software.

### Culture of Sorted Cells

EpCAM-positive (EpCAM^+^) cells sorted from non-parenchymal liver cells were suspended in Williams' medium E supplemented with 10% FBS, 2 mM L-glutamine, 100 nM dexamethasone, 1×ITS (insulin, transferrin, selenium X), 10 ng/ml human epidermal growth factor (hEGF), and 10 ng/ml human hepatocyte growth factor (hHGF). Cells were seeded on Matrigel (BD Biosciences) and cultured in 37°C CO_2_ incubator.

### RNA Extraction and Quantitative Real-time Reverse Transcription PCR (RT-PCR)

Total RNA was extracted using RNeasy Mini Kit (QIAGEN, Germantown, MD) according to the manufacturer's instruction. Total RNA and oligo dT primer were used to synthesize cDNA using the Superscript III RT (Invitrogen). Quantitative real-time RT-PCR was performed using the MX3000 Real-Time PCR System (Stratagene, Santa Clara, CA). PCR primers for mouse genes are listed in Table S1. Target cDNAs were normalized to endogenous mRNA levels of the housekeeping reference gene *18s ribosomal RNA* (*18s rRNA*). The reproducibility of this quantification method was examined by comparing results obtained from replicate samples during the same reaction run with those from independent runs on different days. The PCR reactions were performed at least 3 times for each sample. Data are presented as means and standard errors of the mean (SEMs). Statistical significance was assessed with Student *t* test.

### Microarray

Sample amplification, labeling and hybridization on Illumina GeneChip Mouse Genome 48K Arrays were performed for all arrays in this study according to the manufacturer's instructions (Illumina, Inc., San Diego, CA) using an Illumina BeadStation in the Burnham Institute's Microarray Core Facility. Total RNA samples were prepared in RNeasy Mini Kit (QIAGEN) from isolated EpCAM^+^ cells from *DDB1^F/F^;Alb-Cre^+/+^* or DDC-treated wild type liver, and compared with hepatocytes isolated from wild type liver. Data analysis was done in three stages. First, expression intensities were calculated for each gene probed on the array for all hybridizations using the algorithm supplied with the illumina GenomeStudio software. Second, intensity values were quality controlled and normalized: quality control was carried out by using the detection P-value with a cutoff of 0.05. Genes with a P-value only ever above this were removed from the analysis. All the arrays were then normalized using the bioconductor *normalize. quantiles*. This procedure accounted for any variation in hybridization intensity between the individual arrays. These normalized data were imported into GeneSpring and analysed for differentially expressed genes on the basis of fold change (>2×). Microarray data were deposited in the GEO database (accession number GSE31588) and followed MIAME requirements.

### Liver Function Assays

Blood samples collected from mice were analyzed using a mammalian liver enzyme profile rotor on a VetScan VS2 analyzer (Abaxis, Union City, CA).

### Statistical analysis

Differences in real-time PCR data were analyzed by one-way ANOVA followed by Bonferroni post-hoc test. GraphPad Prism software was used for statistical analysis of these data. *P*<0.05 and *P*<0.01 were considered as statistically significant and highly significant respectively.

## Results

### Hepatocyte-specific deletion of DDB1 induces ductal cell proliferation

We previously reported that DDB1 is required for hepatocyte replication, and hepatocyte-specific deletion of DDB1 leads to regeneration of new DDB1-expressing hepatocytes [17]. To determine the origin of these regenerated DDB1-expressing hepatocytes, we generated *DDB1^F/F^;Alb-Cre^+/+^* mouse, in which homozygous copies of *Alb-Cre* would allow for maximal Cre expression and thus more effective deletion of DDB1. We found that the liver from *DDB1^F/F^;Alb-Cre^+/+^* mice appeared pale with rough surface between 2 and 3 weeks of age, but small pink regenerative nodules began to emerge from white patches around 4 weeks of age (Figure S1A). H&E staining of the liver sections from 4-week-old mutants revealed massive periportal expansion of small cells that form interconnected ductal structures (Figure 1A). IHC staining for DDB1 demonstrated that DDB1-expressing small cells and hepatocytes are embedded in numerous DDB1-depleted hepatocytes (Figure 1B), after nearly complete lose of DDB1 expression in hepatocytes by three weeks of age (Figure S1B). These DDB1-expressing small cells are generally located adjacent to the portal veins and multiply (Figure S1C), and can be found in the liver from 3-week-old mutant mice prior to the appearance of DDB1^+^ hepatocyte nodules.

**Figure 1:**
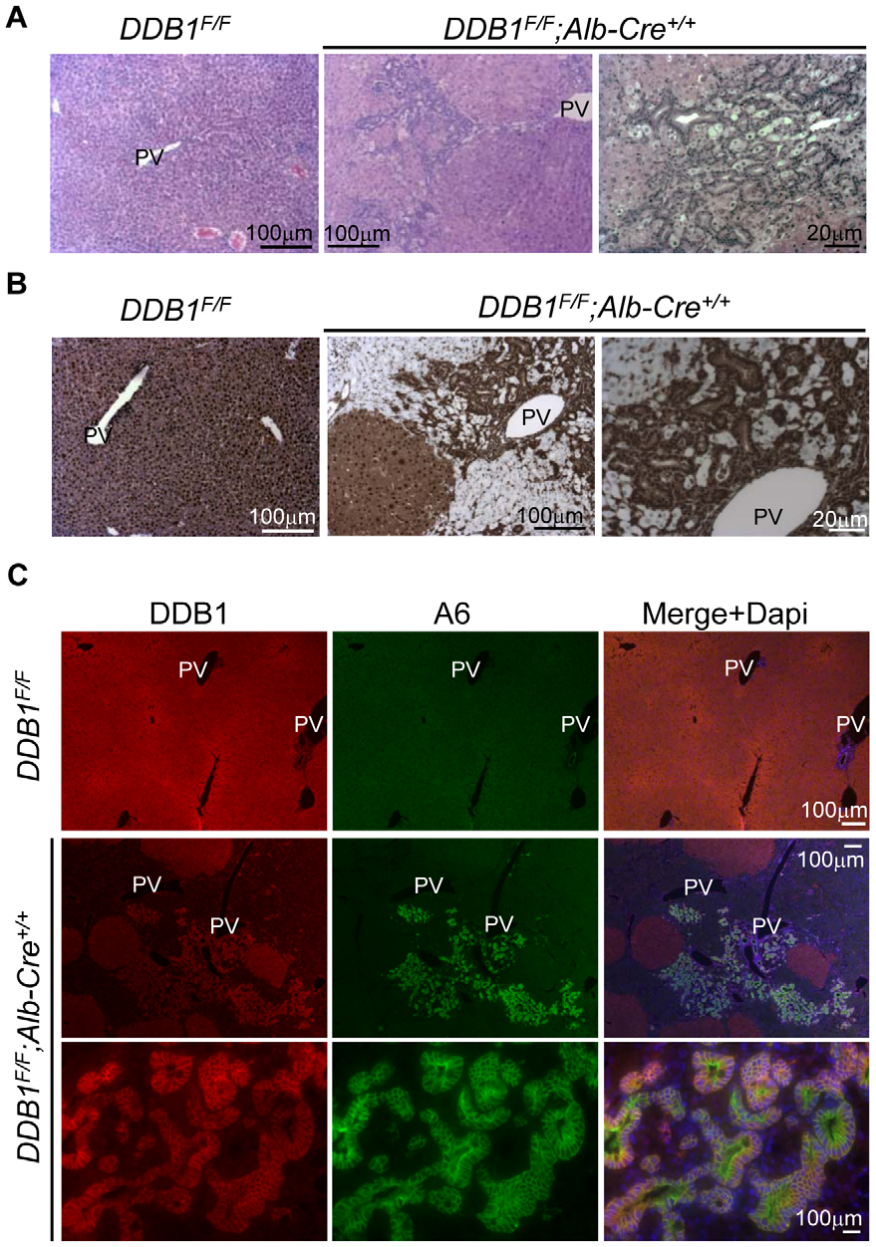
Deletion of DDB1 in hepatocytes results in hepatic oval cells activation. (A) H&E staining of liver sections from 4-week old *DDB1^F/F^* and *DDB1^F/F^;Alb-Cre^+/+^* mice. PV, portal vein. (B) IHC staining for DDB1 on liver sections from 4-week old *DDB1^F/F^* and *DDB1^F/F^;Alb-Cre^+/+^* mice. (C) Co-IF staining for DDB1 and A6 on 4-week old *DDB1^F/F^* and *DDB1^F/F^;Alb-Cre^+/+^* liver sections.

### DDB1-expressing small cells in the liver are oval cells

Failure of hepatocyte proliferation or severe liver damage results in activation of HSCs and OCs [9]. OCs are believed to take the form of the ductal reaction and are able to generate new hepatocytes to replace damaged hepatocytes. Morphologically DDB1-expressing ductal cells in *DDB1^F/F^;Alb-Cre^+/+^* liver resemble OCs, with oval nuclei and scant cytoplasm content. To verify that these cells are OCs, we performed IF staining for the OC biomarker A6 [20], [21], and found that these DDB1-expressing ductal cells co-expressed A6 (Figure 1C). Generally these cells appeared adjacent to the portal veins and infiltrated the parenchyma surrounding the DDB1-positive regenerative nodules. In contrast, cells expressing A6 in *DDB1^F/F^* liver were rare and restricted to normal bile duct epithelial cells. These ductal cells from the DDB1 mutant mice expressed a cholangiocyte marker Ck19 but not hepatocyte marker Albumin (Figure 2A). To identify the cell surface molecules expressed on these cells, we performed staining for additional stem or progenitor cell markers [22]. We found that these cells are positive for E-cadherin, CD133 and some cells are positive for AFP (Figure 2A). Taken together, these observations suggest that deletion of DDB1 in hepatocytes induces OC proliferation, judged from these cells' morphology, physical location and biomarker expression.

**Figure 2:**
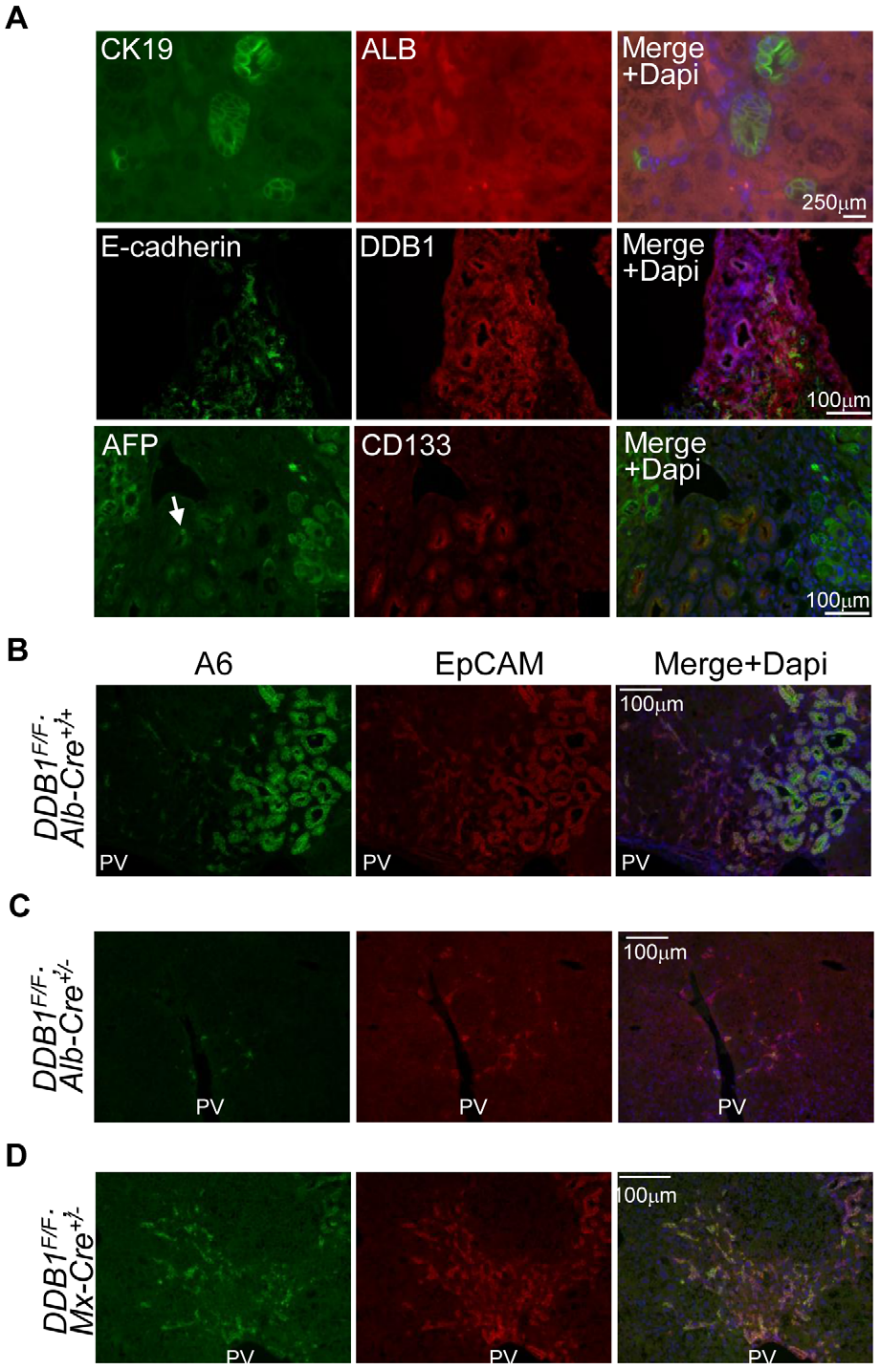
Expression of oval cell markers in DDB1 mutant mouse liver. (A) Co-IF staining for Cytokeratin-19 (CK19) and Albumin (Alb) (upper panels), E-cadherin and DDB1 (middle panels), α-fetoprotein (AFP) and CD133 (lower panels). (B–D) Co-IF staining for EpCAM and A6 on liver sections from 4-week old *DDB1^F/F^;Alb-Cre^+/+^* (B), 6-week old *DDB1^F/F^;Alb-Cre^+/−^* (C), and adult *DDB1^F/F^;Mx1-Cre^+/−^* mice at 6 weeks after receiving poly(I:C) injection (D).

### Oval cells are activated in other DDB1 mutant mouse strains

EpCAM is expressed in cholangiocytes but not in hepatocytes in normal liver, and it is a well-established marker for proliferating OCs [23]. To determine whether EpCAM is expressed in our mouse model, we performed EpCAM and A6 double IF staining on liver sections from 4 week-old *DDB1^F/F^;Alb-Cre^+/+^* mice. We found that numerous A6-positive ductal cells were also positive for EpCAM (Figure 2B). Less prominent activation of A6*^+^* EpCAM*^+^* OCs was observed in the liver of *DDB1^F/F^;Alb-Cre^+/−^* mice at 6 weeks of age, when DDB1-expressing hepatocytes are actively replacing DDB1-deficient hepatocytes (Figure 2C) [17]. An inducible model, *DDB1^F/F^;Mx1-Cre^+/−^* adult mice [17] also exhibited numerous ductal cells expressing both A6 and EpCAM when new hepatocytes were regenerated 6 weeks after receiving injection of poly(I:C) (Figure 2D). Taken together, these findings indicate that both constitutive and inducible DDB1 deletion in hepatocytes results in OC proliferation.

### Deletion of p21 partially restores proliferation of DDB1-deficient hepatocytes and alleviates OC activation

We previously reported that DDB1-deficient hepatocytes accumulate cell cycle inhibitor p21, a substrate of DDB1 ubiquitin ligase [24], [25], and fail to proliferate during liver growth or after partial hepatectomy [17]. Similarly, hepatocytes from *DDB1^F/F^;Alb-Cre^+/+^* mice express high levels of p21, but not Cdt1 (Figure 3A), another substrate of the E3 ligase [16]. p21 is dramatically enriched in the nuclear fraction of DDB1-depleted MEFs [19] (Figure 3B), consistent with a role of p21 in blocking proliferation of these cells. Indeed, deletion of p21 abrogates the cell cycle arrest of cells with inactivated Cul4A-DDB1 ubiquitin ligase [25], [26]. We therefore generated compound mutant mice by crossing *DDB1^F/F^;Alb-Cre^+/−^* mice and *p21^−/−^* mice [27]. Deletion of p21 in *DDB1^F/F^;Alb-Cre^+/−^* mice allowed DDB1-decificent hepatocytes to proliferate (Figure 3C), resulting in significantly less compensatory proliferation of DDB1-expressing OCs (Figure 3D). However, p21 deletion did not fully reverse the proliferative arrest of DDB1-deficient hepatocytes (data not shown). These hepatocytes may still have other defects such as epigenetic deregulation due to the loss of the DDB1Cul4 ubiquitin ligase activity [28], [29], [30]. We conclude that failed proliferation of DDB1-deficient hepatocytes is responsible for activation of DDB1-expressing OCs.

**Figure 3:**
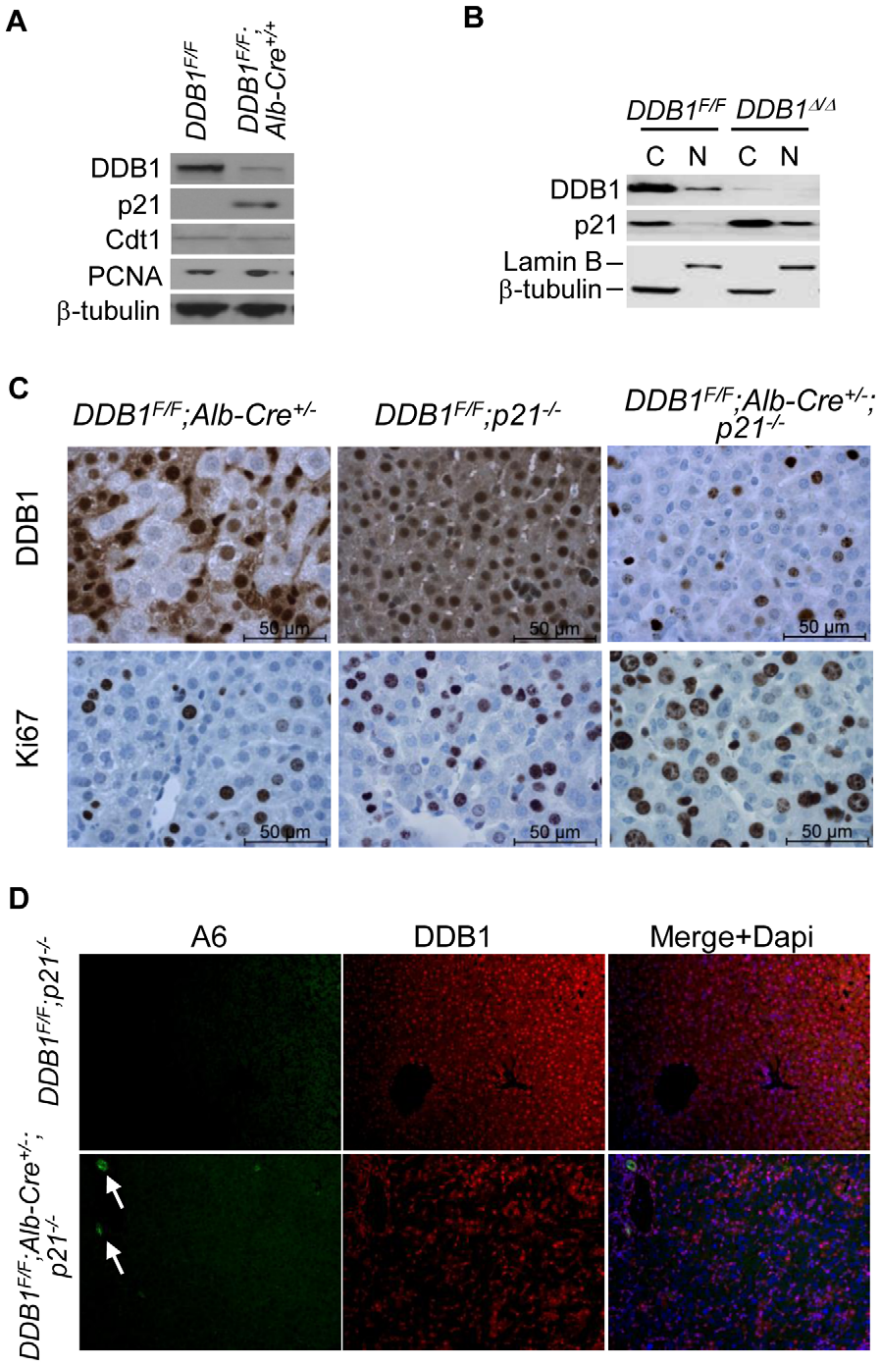
Deletion of p21 partially restores proliferation of DDB1-deficient hepatocytes and alleviates OC activation. (A) Western blot for some substrates of DDB1-Cul4A ubiquitin ligase using lysates of hepatocytes isolated from *DDB1^F/F^* and *DDB1^F/F^;Alb-Cre^+/+^* mice. (B) Western blot for DDB1 and p21 using lysates of cytoplasmic fraction (C) and nuclear fraction (N) prepared from MEFs. (C) IHC staining for DDB1 and Ki67 on liver sections from *DDB1^F/F^;Alb-Cre^+/−^, DDB1^F/F^;p21^−/−^* and *DDB1^F/F^;Alb-Cre^+/−^;p21^−/−^* mice. (D) Co-IF staining for A6 and DDB1 on *DDB1^F/F^;p21^−/−^* and *DDB1^F/F^;Alb-Cre^+/−^;p21^−/−^* liver sections. Arrows in *DDB1^F/F^;Alb-Cre^+/−^;p21^−/−^* mice indicate A6 positive oval cells.

### EpCAM-positive cells in DDB1 mutant form colonies in vitro and repopulate the liver in vivo

To characterize these OCs, we perfused the liver of *DDB1^F/F^;Alb-Cre^+/+^* mice, separated non-parenchymal cells from hepatocytes, and isolated EpCAM^+^ and F4/80^−^ cells by FACS. We typically harvested around 13% of EpCAM^+^ cells from the non-parenchymal cell fraction prepared from the mutant liver, but harvested barely any such cells from age-matched wild type liver (Figure 4A). When cultured on Matrigel-coated plates, these cells formed colonies and retained EpCAM expression (Figure 4B). Even after one month in culture, cells in the colonies still express A6 and AFP (Figure 4C), resembling those OCs in vivo.

**Figure 4:**
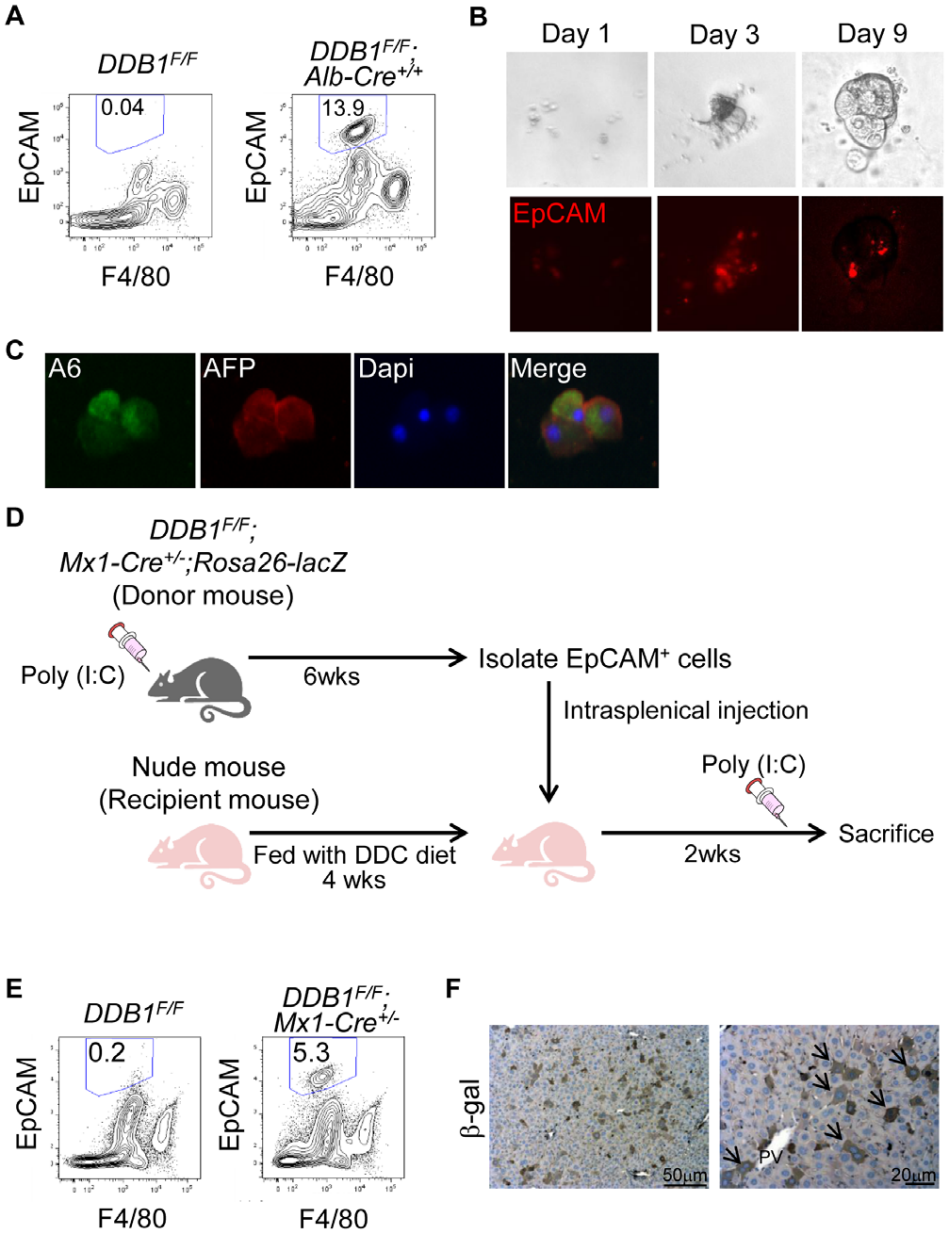
EpCAM-positive cells from DDB1 mutant liver proliferate *in vitro* and repopulate the liver *in vivo*. (A) Analysis by flow cytometry of EpCAM^+^ F4/80^−^ cells in non-parenchymal fractions prepared from 4-week old *DDB1^F/F^* and *DDB1^F/F^;Alb-Cre^+/+^* mice. The ratio of EpCAM^+^ F4/80^−^ cells from a representative experiment is shown in each panel. (B) *In vitro* culture of EpCAM^+^ cells sorted by FACS from DDB1 mutant liver and seeded on Matrigel. Cells form colonies after 1, 3, and 9 days of culture (upper panels) and exhibit EpCAM positivity (lower panels). (C) Co-IF staining for A6 and AFP on colonies from cultured EpCAM^+^ cells. (D) Experimental scheme for *in vivo* differentiation of EpCAM^+^ OCs. Adult *DDB1^F/F^;Mx1-Cre^+/−^;Rosa26-lacZ* mice were generated and injected with poly(I:C). EpCAM^+^ cells were isolated by FACS 6 weeks later, and injected intrasplenically to nude mice that had been fed with DDC diet. The recipient nude mice received poly(I:C) injection 2 weeks later and liver collected for analysis on the following day. (E) Isolation of EpCAM^+^ F4/80^−^ cells from donor or control mouse liver. The ratio of EpCAM^+^ F4/80^−^ cells is shown in each panel. (F) IHC staining for ß-gal on liver sections from recipient nude mice. Arrows indicate positively stained hepatocytes.

Regeneration of new hepatocytes to repair injured liver is a pivotal function for hepatic stem/progenitor cells. It was previously reported that OCs isolated from mouse liver could reconstitute hepatic tissues after transplantation into mice with injured liver [13], [31]. To determine whether OCs isolated from DDB1 mutant liver can give rise to new hepatocytes *in vivo*, we crossed *DDB1^F/F^;Mx1-Cre^+/−^* mice with a *Rosa26-lacZ* Cre-reporter mouse strain [18]. We isolated EpCAM^+^ cells by FACS from *DDB1^F/F^;Mx1-Cre^+/−^*;*Rosa26-lacZ* mice that had been injected with poly(I:C), and then injected these cells intrasplenically into nude mice (Figure 4D, E). Prior to cell transplantation, the recipient nude mice had been preconditioned with DDC diet for 4 weeks to block hepatocyte proliferation. The nude mice were sacrificed 2 weeks after injection of EpCAM^+^ cells and, one day before sacrificing, received one i.p. injection of poly(I:C) to activate LacZ expression specifically from donor cells. IHC staining on these liver sections showed many ß-gal-positive hepatocytes (Figure 4F), suggesting that the transplanted EpCAM^+^ OCs differentiated into hepatocytes in the recipient liver.

### DDB1 mutant mice exhibit minor liver damage compared with DDC-treated mice

To determine the severity of liver damage in the DDB1 mutant mice, we compared 4-week old *DDB1^F/F^;Alb-Cre^+/+^* mice with a conventional chemical injury model for OC proliferation, mice treated with diet containing 3,5-diethoxycarbonyl-1,4-dihydro-collidine (DDC). Consistent with previous reports [13], [32], [33], ductal cells from DDC-treated wild type mice expressed both A6 and EpCAM (Figure 5A). After treating mice with the diet for 4 weeks, their livers turned dark brown (Figure 5B), due to hepatic porphyria resulting from the inhibition of the heme biosynthetic pathway [34]. H&E staining showed some ductal cells around the portal veins with brown metabolite deposits (Figure 5C). To characterize the extent of liver inflammation, we performed CD45 and F4/80 staining for leukocytes and macrophages, respectively. In liver sections from DDC-treated mice, we found greatly enriched CD45*^+^* and F4/80*^+^* cells surrounding OCs (Figure 5D). In contrast, *DDB1^F/F^;Alb-Cre^+/+^* mouse liver did not show significant increase of these immune cells compared with *DDB1^F/F^* liver (Figure 5D), even though there are more OCs in the DDB1 mutant liver than DDC mice (Figure 5E). We further measured the severity of liver damage by serum alanine aminotransferase (ALT) assays. The ALT level in the DDB1 mutant mice was 191±73 (IU/L); however, it was nearly 10 times higher, reaching 1679±475 (IU/L) (normal range: 28–132 U/L) in the DDC-treated mice (Figure 5F), consistent with the overall toxicity of DDC to the liver. With seemingly insignificant damage to hepatocytes, our genetic model provides a better system for studying HSC and OC biomarkers and their extracellular activation signals.

**Figure 5:**
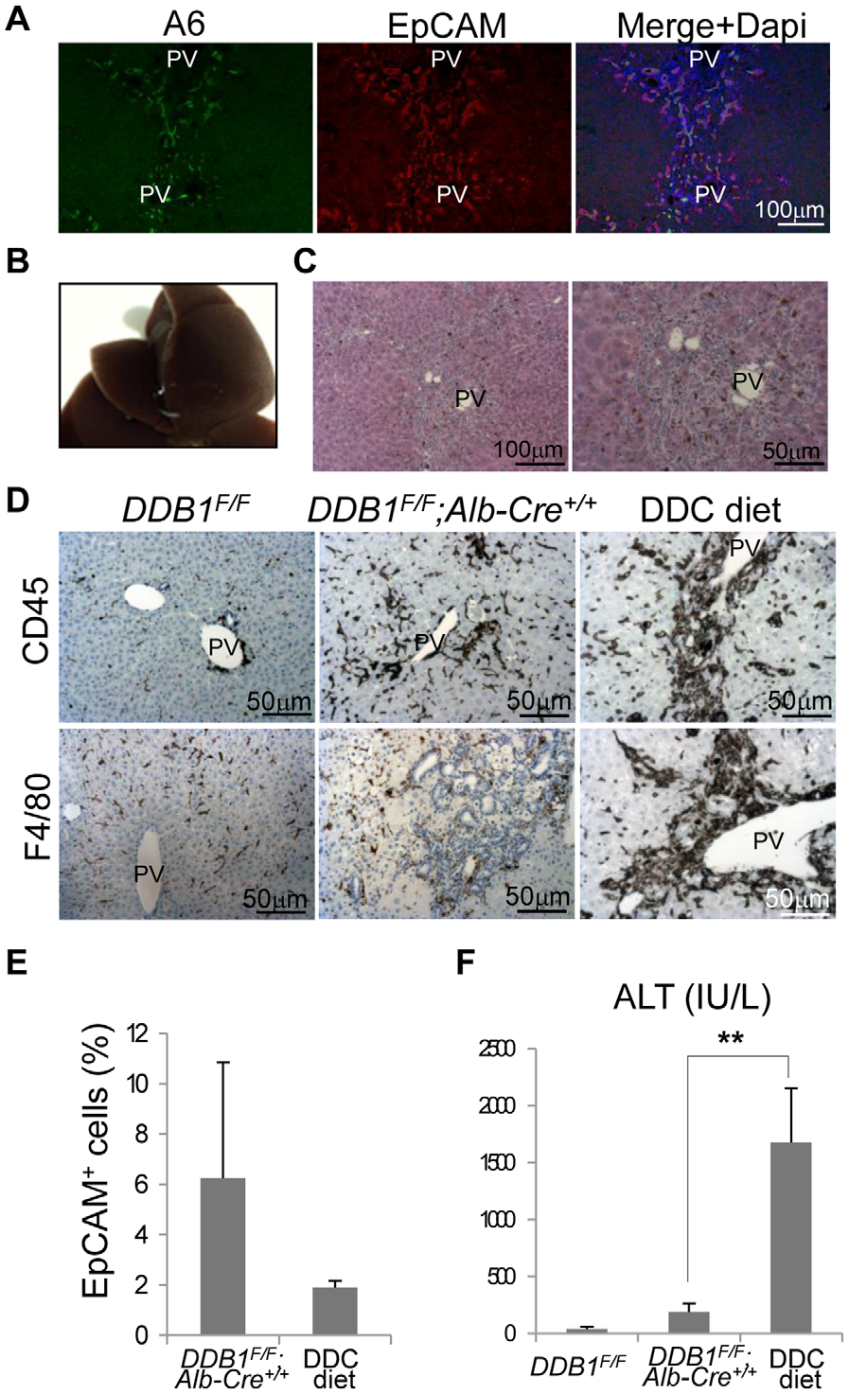
DDB1 mutant mice exhibit minor liver damage compared with DDC-treated mice. (**A**): Co-IF staining for A6 and EpCAM on liver sections from DDC-treated mice. (**B**): Gross appearance of liver from mice fed with DDC diet for 4 weeks. (**C**): H&E staining of the liver in (**B**). (**D**): IHC staining for CD45 (upper panels) and F4/80 (lower panels) on liver sections from *DDB1^F/F^*, *DDB1^F/F^;Alb-Cre^+/+^* and DDC-treated mice. (**E**): Percentage of EpCAM^+^ cells from *DDB1^F/F^;Alb-Cre^+/+^* and DDC-diet liver, determined by FACS analysis. Data are representative of 4 independent experiments with 3 mice per group in each experiment. Values are expressed as the means±SEM; n = 3. (**F**): Serum alanine aminotransferase (ALT) levels. Data are representative of 4 independent experiments with 3 mice per group in each experiment. Values are expressed as means±SEM; n = 3 **P<0.01.

### Characterization of OCs from DDB1 mutant mice

Since OCs from our DDB1 mutant mice have not been exposed to promiscuous chemical damage, we decided to identify new OC biomarkers that might have been masked in chemical injury models. 

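Ddb1 itself gave a normalized signal of 499 in wild type hepatocytes and 169 in hepatocytes of the DDB1F/F;Alb-Cre+/+ mutant, 2.95-fold lower. In EpCAM+ cells it read 259 in the Alb-Cre+/+ mutant, 205 in Alb-Cre+/-, 276 in the Mx1-Cre mutant and 317 after the DDC diet. Where the probe lies relative to the deleted exons is not known here, so these values do not show how far the deletion went. Epcam, the antigen used for the sort, was dim on every array: 125 in Alb-Cre+/+, 162 in Mx1-Cre and 177 after DDC, and not above background in Alb-Cre+/- or in either hepatocyte sample. Against wild type hepatocytes, 2222 genes were over 2-fold higher and 1779 lower in EpCAM+ cells of the Alb-Cre+/+ mutant (1938 and 1427 with median scaling, 1117 and 1301 over genes above background on both arrays), led, among the latter, by Anxa3 (121-fold), Ccn2 (97.4-fold) and Spp1 (96.2-fold) and, on the lower side, by Cyp2e1 (335-fold), Mup2 (316-fold) and Mup3 (293-fold). EpCAM+ cells of the DDC diet had 2218 genes higher and 1679 lower by the same measure (2944 and 1080 with median scaling, 1160 and 1329 over genes above background on both arrays), with Anxa3 (203-fold), Scara3 (103-fold) and Ccn2 (95.3-fold) the highest among the latter. Each condition is 1 array with no replicate, so these folds carry no p-value.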

EpCAM*^+^* cells were isolated from *DDB1^F/F^;Alb-Cre^+/+^* mice and from DDC-treated mice, and their gene expression profiles were analyzed with Illumina genechips (Table S2). Wild type hepatocytes were purified and used as a control. 

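Hepatocyte genes separated the EpCAM+ arrays from both hepatocyte arrays. Of 28 hepatocyte markers tested by limma, 25 fell in the 4 EpCAM+ arrays against the 2 hepatocyte arrays (27 when adjusted over the list alone; camera median log2 -4.47, adjusted p = 4.5e-21, and adjusted p = 0.17 with an estimated correlation), among them Cyp2e1 (log2 -7.95, adjusted p = 1.2e-04), Arg1 (log2 -6.38, adjusted p = 0.0018) and Apoa1 (log2 -6.18, adjusted p = 0.015). Bile acid genes went the same way, with 9 of 13 lower (12 when adjusted over the list alone; adjusted p = 4.7e-09, and adjusted p = 0.051 with an estimated correlation); Cyp8b1 fell by 6.76 and Slc27a5 fell by 6.18 on the log2 scale. Alas1 of heme synthesis was lower too (log2 -2.14, adjusted p = 0.0092), and Srxn1 of the NRF2 targets (log2 -2.80, adjusted p = 0.016). On the other side, Bicc1 (log2 5.30, adjusted p = 0.0021), Ankrd1 (log2 5.31, adjusted p = 0.0033), Sftpd (log2 5.20, adjusted p = 0.0057) and Spint1 (log2 5.10, adjusted p = 0.0061) rose in EpCAM+ cells, each with all 4 EpCAM+ arrays above both hepatocyte arrays. Over all genes, limma called 1046 higher (252 without the wild type hepatocyte array) and 932 lower (1542 without the mutant hepatocyte array) of 8863 tested. The groups pool different genotypes and models, so the spread is one between models and not between replicates of 1 condition.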

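Cldn4 was at least 25.2-fold higher in EpCAM+ cells of the Alb-Cre+/+ mutant and at least 88.2-fold higher after DDC than in wild type hepatocytes, where it was not above background. Itgb4 (at least 18.7-fold and at least 22.4-fold), Krt19, the gene of Ck19 (at least 18.1-fold and at least 39.7-fold), Gja1, the gene of Connexin43 (at least 35.8-fold and at least 35.9-fold), and Cd24a (at least 2.41-fold and at least 4.15-fold) were higher in both models as well. Dmbt1 varied most: its signal was 18189 in Alb-Cre+/+, 1594 in Alb-Cre+/-, 1614 after DDC and 122 in the Mx1-Cre mutant. Ncam1, read at the probe annotated to it, was dim: 376 in Alb-Cre+/+ (at least 2.35-fold above wild type hepatocytes), 169.6 after DDC (at least 1.06-fold) and not above background in Mx1-Cre; the probe that Table S2 lists for it is annotated to Igsf9 and was at least 6.04-fold higher in Alb-Cre+/+. Of the 18 oval cell markers the paper names, 15 were over 2-fold above wild type hepatocytes in the mutant (median log2 3.32) and 14 after DDC (median log2 3.30). These are the markers the paper names for these arrays, so they are not independent evidence. Cholangiocyte markers, of which 7 of 18 are also oval cell markers of the study, moved alike: 17 in the mutant and 16 after DDC, and limma called 16 of 17 higher over the 4 EpCAM+ arrays (16 when adjusted over the list alone; adjusted p = 4.7e-09, and adjusted p = 0.23 with an estimated correlation), such as Tspan8 (log2 4.46, adjusted p = 0.013) and Krt7 (log2 3.77, adjusted p = 0.0071). Junction genes included Cldn6 (log2 3.98, adjusted p = 7.3e-04) among 7 of 11 called higher, while 1, Cldn1, was called lower (log2 -1.72, adjusted p = 0.0035); 8 were higher when adjusted over the list alone, and camera called the list (adjusted p = 0.002, and adjusted p = 0.23 with an estimated correlation).

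**Figure D1:**
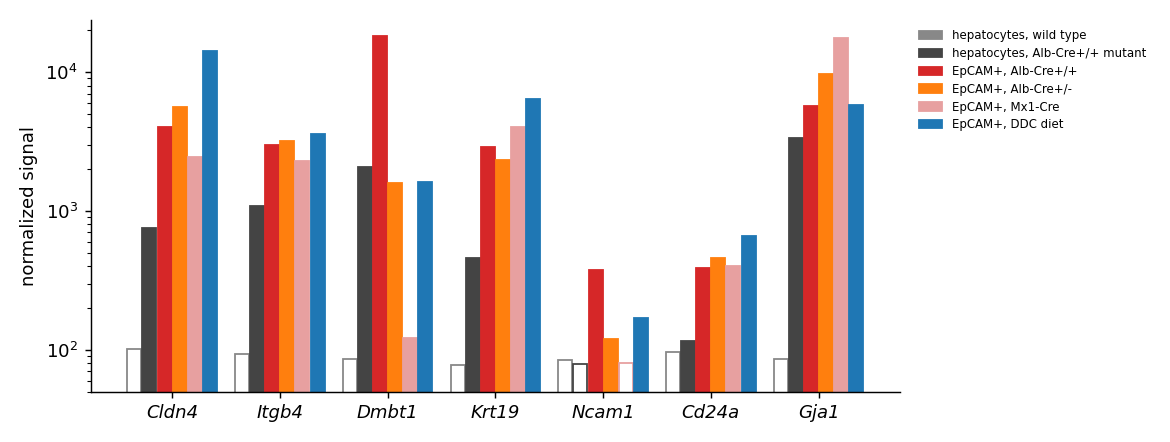
Normalized signals of Cldn4, Itgb4, Dmbt1, Krt19, Ncam1, Cd24a and Gja1 on each array, on a log scale; open bars were not above background.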

EpCAM^+^ cells from both genetic and chemical models express many known OC markers such as Cldn4, Itgb4, Dmbt1, Ck19, Ncam1, Cd24a, Connexin43 [35], [36]. These cells also express hematopoietic stem cell markers such as Sca-1 and Cd44, but not Cd34 or C-kit. 

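Ly6a, the gene of Sca-1, was 13.4-fold higher in EpCAM+ cells of the Alb-Cre+/+ mutant and 3.02-fold higher after DDC than in wild type hepatocytes. Cd44 was at least 10.9-fold and at least 17.0-fold higher, with signals of 1744 and 2717; in Alb-Cre+/- it was 705 and in Mx1-Cre 211. Cd34 was above background on no EpCAM+ array. Kit was dim but above background on all 4, at 135 in Alb-Cre+/+, 222 in Alb-Cre+/-, 182 in Mx1-Cre and 134 after DDC, beside 223 in mutant hepatocytes. Over the 4 EpCAM+ arrays against the 2 hepatocyte arrays, limma called neither Ly6a (log2 1.28, adjusted p = 0.26) nor Cd44 (log2 2.69, adjusted p = 0.065).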

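Tnfrsf12a was 14.7-fold higher in EpCAM+ cells of the Alb-Cre+/+ mutant and 13.3-fold higher after DDC than in wild type hepatocytes. Its signal was 1785 in Alb-Cre+/- and 1566 in Mx1-Cre. Hepatocytes of the mutant carried it too, at 1437 against 209 in the wild type, and limma did not call it over the 4 EpCAM+ arrays against both hepatocyte arrays (log2 2.01, adjusted p = 0.067). Jag1 (log2 2.97, adjusted p = 0.0024) and Hes1 (log2 3.55, adjusted p = 0.0068) were called higher, 2 of the 3 called among 7 genes of the Notch, Wnt and TWEAK pathway (5 when adjusted over the list alone; adjusted p = 0.038, and adjusted p = 0.45 with an estimated correlation; called in 8 of 14 other settings, with adjusted p from 0.024 to 0.62). Hes1 was 5.22-fold lower in the Alb-Cre+/+ mutant than after DDC.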

Fn14 receptor, encoded by *Tnfrsf12a*, is upregulated in OCs, agreeing with the reported role of TWEAK/Fn14 in OC proliferation [14]. Recently, Sox-9 was reported as a marker for progenitor cell population and contributes to the self renewal and repair of the adult liver [37]. We found Sox-9 is also highly upregulated in OCs.

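Sox9 was 22.3-fold higher in EpCAM+ cells of the Alb-Cre+/+ mutant and 26.0-fold higher after DDC than in wild type hepatocytes, with signals of 15748 and 18374. Alb-Cre+/- read 25249 and Mx1-Cre 29639. Hepatocytes gave 705 in the wild type and 2435 in the mutant, and limma called Sox9 higher in EpCAM+ cells (log2 4.04, adjusted p = 9.4e-04), with all 4 EpCAM+ arrays above both hepatocyte arrays.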

We performed real-time RT-PCR to validate the expression profiling. Expression levels of candidate genes including *Sca1, Thy1, Cd44, CD133, Connexin43* and *Ncam1* are all confirmed to be increased (Figure 6A) [35], [38], [39]. As expected, OCs from both models expressed cholangiocyte markers (*Ck19, Spp1*), but not hepatocyte marker (*Alb*) (Figure 6B). Therefore, OCs from the DDB1 mutant mouse model are generally similar to the cells isolated from a conventional injury model. 

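Spp1, Ccn2 and Gja1 were close in the 2 models: EpCAM+ cells of the Alb-Cre+/+ mutant differed from those of the DDC diet by 1.40-fold, 1.02-fold and 1.00-fold, and in Sox9 by 1.17-fold. Cldn4 was 3.50-fold lower and Dmbt1 11.3-fold higher in the mutant. Across 12379 genes the 2 arrays correlated at r = 0.921, the lowest of the 6 pairs of EpCAM+ arrays (highest 0.956) and above the 0.679 to 0.857 between EpCAM+ and hepatocyte arrays. Of the oval cell markers, the median log2 fold of the mutant over DDC was -0.11 (percentile 27.4 among 10000 random lists), and of the cholangiocyte markers 0.22 (percentile 90.1). Single markers went both ways. Of 18 oval cell markers 5 were over 2-fold higher and 3 lower, and of 18 cholangiocyte markers 3 and 1. The folds of the 2 models over the shared wild type array correlated at 0.874, against 0.499 in simulated unchanged arrays that share the control, and at 0.662 when the mutant hepatocyte array served as the control of the Alb-Cre+/+ cells. The simulated arrays hold no difference between EpCAM+ cells and hepatocytes. They show only what the shared control adds and cannot show that the 2 models are alike. The paper concludes that oval cells of the 2 models are generally alike.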

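Anxa3, Ccn2 and Spp1 stand among 1474 genes over 2-fold above wild type hepatocytes in both models (732 over genes above background on both arrays). Lists drawn independently would share 398. Simulated unchanged arrays with the same control, which hold no difference between cell types, share 212. Ednrb, Clec10a and Igfbp5 were higher in the mutant and not after DDC: Ednrb was 13.3-fold, Clec10a at least 14.6-fold and Igfbp5 8.85-fold above wild type hepatocytes in Alb-Cre+/+ cells. By the same measure, 404 genes were higher only in the mutant and also over 2-fold above DDC (236 with median scaling, 165 over genes above background on both arrays). Of the 404, 69 were over 2-fold above DDC in the other 2 mutant arrays as well. Lrrn1 and Plekhs1 went the other way, at least 23.6-fold and 22.8-fold above wild type hepatocytes after DDC, among 363 genes higher only on the diet.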

Though many genes are upregulated in both models, several previously unrecognized genes have been found to be upregulated only in OCs from DDB1 mutant mice. 

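Vtn (39.5-fold), Serpinf1 (22.5-fold), Ednrb (20.2-fold), Rarres2 (19.3-fold) and Clec10a (18.8-fold) had the largest folds of Alb-Cre+/+ over DDC EpCAM+ cells among genes above background on both arrays. Lrrn1 (23.7-fold), Plekhs1 (17.2-fold) and Syne4 (13.8-fold) were the furthest below DDC. Vtn, Serpinf1 and Rarres2 are brighter still in wild type hepatocytes, at 44520, 29444 and 19247. H2-Eb1 was 10.7-fold and H2-Ab1 6.43-fold higher in Alb-Cre+/+, but 1.34-fold and 1.50-fold higher in Alb-Cre+/-. In all, 852 genes were over 2-fold higher and 872 lower (497 and 1716 with median scaling); 143 were higher and 152 lower in all 3 mutants. Endothelial markers moved with the mutants: Clec4g was 12.8-fold, Gpr182 11.0-fold and Stab2 at least 9.52-fold higher in Alb-Cre+/+, and 12 of 18 were over 2-fold higher in the mean of the 3 mutants (median log2 1.56, percentile 100 among 10000 random lists; camera adjusted p = 4.5e-09, and adjusted p = 0.94 with an estimated correlation). Macrophage markers were higher in Alb-Cre+/- (10 of 13 over 2-fold, Vsig4 by at least 21.6-fold), with 1 in Alb-Cre+/+ and 0 in Mx1-Cre. Cxcl2 (9.95-fold) and Ccl2 (4.35-fold) were lower in Alb-Cre+/+ than after DDC. Over the 3 mutant arrays against the lone DDC array, which is assumed to vary like the others, limma called 0 genes higher (215 at an unadjusted p under 0.05) and 55 lower (0 when any 1 of the mutant arrays was left out), the latter mostly dim genes such as Tnfrsf22 (log2 -1.47, adjusted p = 0.014) and Guca2b (log2 -1.35, adjusted p = 0.017). None of the lower calls remained with median scaling, with a floor at 1 or with eBayes without trend.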

To search for new stem/progenitor markers masked in chemical models, we analyzed genes that are specifically enriched in OCs isolated from the DDB1 mutant liver in comparison with OCs from DDC-treated liver. Three candidate genes, *Reelin*, endothelin receptor type B (*EdnrB*), *Cd206* (also known as *MRC1*, mannose receptor, C type 1) were identified and confirmed by quantitative real-time PCR (Figure 6C). 

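Reln was 12.9-fold higher in EpCAM+ cells of the Alb-Cre+/+ mutant than after DDC, 49.1-fold in Alb-Cre+/- and 29.8-fold in Mx1-Cre. Ednrb was 20.2-fold, 12.6-fold and 4.17-fold higher, and Mrc1, the gene of Cd206, 5.06-fold, 5.43-fold and 4.30-fold. Endothelial markers such as Clec4g were higher in the same 3 mutants, at 18.6-fold in Alb-Cre+/- and 9.52-fold in Mx1-Cre. With 1 DDC array, limma did not call Reln (log2 4.73, adjusted p = 0.41), Ednrb (log2 3.35, adjusted p = 0.86) or Mrc1 (log2 2.29, adjusted p = 0.85). As a list the 3 were higher (adjusted p = 0.015, and adjusted p = 0.94 with an estimated correlation; called in 11 of 13 other settings, with adjusted p from 2.6e-04 to 0.055); the study picked them from these samples, so this is not independent evidence. The paper proposes the 3 as candidate markers after quantitative PCR, which is not analysed here. In hepatocytes of the mutant Reln read 8647, Ednrb 4408 and Mrc1 1028. Macrophage and endothelial markers were also higher in that sample than in wild type hepatocytes, so the cells that gave these signals are not known.

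**Figure D2:**
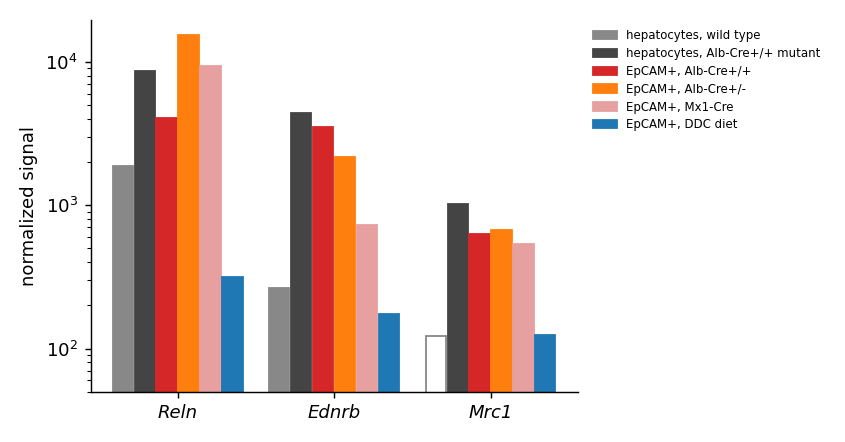
Normalized signals of Reln, Ednrb and Mrc1 on each array, on a log scale; the open bar was not above background.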

Reelin, an extracellular matrix protein, controls neuronal migration during embryonic brain development [40]. Reelin was reported to be expressed in activated hepatic stellate cells [41]. We found Reelin was abundant in OCs in DDB1 mutant liver (Figure 6D). Further experiments are required to determine biomarker or functional properties of Reelin and the other 2 candidate genes in HSC activation and OC proliferation.

**Figure 6:**
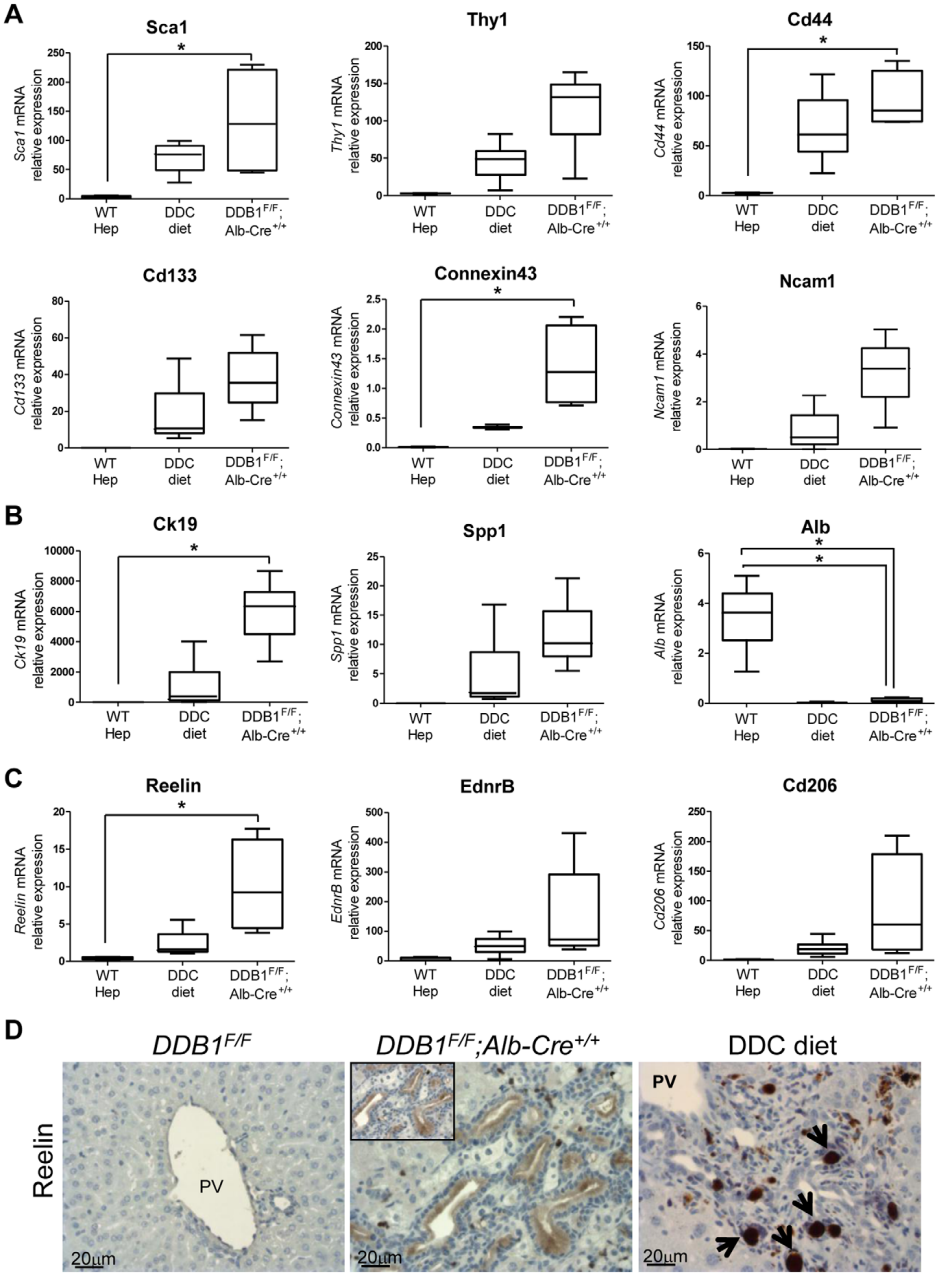
Characterization of OCs from DDB1 mutant mice and DDC-treated mice. (**A–C**): Quantitative real-time PCR analysis for selected genes expressed in hepatocytes isolated from wild type mice, and EpCAM^+^ cells isolated from DDC-treated and *DDB1^F/F^; Alb-Cre^+/+^* mice. All data are normalized to *18s* rRNA level. Data are representative of 4 independent experiments with 3–4 mice per group. *P<0.05 (**A**): Expression levels of hematopoietic markers *Sca1*, *Thy1* and *Cd44*, and OC markers *CD133*, *Connexin43* and *Ncam1*. (**B**): Expression levels of cholangiocyte marker *Ck19* and *Spp1*, and hepatocyte marker *Alb*. (**C**): Expression levels of candidate OC markers, *Reelin*, *EdnrB* and *Cd206.* (**D**): IHC staining for reelin on liver sections from *DDB1^F/F^*, *DDB1^F/F^;Alb-Cre^+/+^* and DDC-treated mice. Arrows in DDC-treated liver indicate non-specific brown deposits.

## Discussion

It has been claimed for decades that HSCs can be activated and contribute to liver regeneration when hepatocyte proliferation is compromised. Supports from this claim mostly come from studies of rodents treated with chemicals that intoxicate the liver. Here we provide direct evidence that targeted deletion of DDB1 in hepatocytes blocks replication of these cells and as a consequence quiescent HSCs and OCs proliferate in a compensatory regeneration process. Unlike chemicals, genetic ablation of DDB1 is restricted to hepatocytes and leaves intact non-parenchymal cells including HSCs and OCs. Therefore this model is ideal for dissecting the extracellular signals that mediate the cross-talks between damaged hepatocytes and activated HSCs. For example, our array data indicate that Fn14, a TWEAK receptor, is up-regulated in EpCAM*^+^* OCs. 

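Tnfrsf12a was 8.56-fold higher in Alb-Cre+/- and 7.51-fold higher in Mx1-Cre EpCAM+ cells than in wild type hepatocytes. Hepatocytes of the Alb-Cre+/+ mutant were 6.89-fold above the wild type. Between EpCAM+ cells of the Alb-Cre+/+ mutant and of the DDC diet, Tnfrsf12a differed by 1.11-fold.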

Our next step will be to determine the cellular origin of TWEAK, either being DDB1-deficient hepatocytes or being newly regenerated DDB1-expressing hepatocytes.

Since we have not performed genetic tracing on these models, we cannot conclude that all DDB1-positive hepatocytes come from HSCs. Though deletion of DDB1 is quite complete, we cannot rule out that a few hepatocytes escape Cre-mediated deletion and thus contribute to the pool of new hepatocytes. However, it is clear that initial hepatocyte proliferation is essential for HSCs activation. Interestingly, completely blocking regeneration of DDB1-expressing hepatocytes, which can be achieved by frequent injections of poly(I:C) to *DDB1^F/F^;Mx1-Cre^+/−^* mice results in almost no activation of OCs (Endo and Cang, unpublished data). This observation suggests that newly regenerated hepatocytes might provide paracrine factors critical for either activation of HSCs or proliferation of OCs.

Another advantage of the DDB1 model over the injury model is that these genetic mutant mice exhibit much milder liver damage during the course of HSC-driven liver regeneration, although both models produce OCs expressing similar markers (Fig. 5) that are also reported in OCs from other models [35], [42], [43]. We therefore performed microarray analysis of EpCAM^+^ oval cells isolated from the DDB1 mutant mice, and hoped to unravel novel biomarkers that are suppressed in the severely damaged liver of conventional injury rodents. Indeed, we identified three candidate genes, *Reelin*, *EdnrB*, and *Cd206*, which are up-regulated only in OCs from the DDB1 mutant mice. These genes were not expressed in OCs from the injury models and have not been reported as OC markers. 

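Relative to wild type hepatocytes, Reln was 2.17-fold higher in Alb-Cre+/+ EpCAM+ cells and 5.94-fold lower after DDC. Ednrb was 13.3-fold higher and 1.51-fold lower, and Mrc1 at least 3.92-fold higher in the mutant. Hepatocytes of the Alb-Cre+/+ mutant were also above wild type hepatocytes, by 4.61-fold for Reln, 16.8-fold for Ednrb and at least 6.42-fold for Mrc1. In that sample 10 of 13 macrophage and 11 of 18 endothelial markers were over 2-fold higher too. The signals can therefore not be assigned to the hepatocytes themselves.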

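On the DDC array Reln had a signal of 316, Ednrb 173 and Mrc1 124, each above background by its detection p (0, 0 and 0.0064). In wild type hepatocytes Reln read 1878 and Ednrb 262, and Mrc1 was not above background. The lowest signal above background on the DDC array was 108.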

Whether these genes have functional roles in HSC activation and OC proliferation or simply are biomarkers still awaits investigation.

We present two mouse genetic models that bypass the hurdles to work with the prevailing injury models. In *DDB1^F/F^;Mx1-Cre^+/−^* mice, HSCs can be repeatedly induced by poly(I:C) injection to generate transit-amplifying oval cells and new hepatocytes, both expressing DDB1 and therefore clearly distinct from DDB1-depleted old hepatocytes. In *DDB1^F/F^;Alb-Cre^+/−^* or *DDB1^F/F^;Alb-Cre^+/+^* mice, DDB1-depeleted hepatocytes are continuously replaced by new DDB1-expressing hepatocyte generated by HSCs. The high rate of hepatocyte turnover driven by HSCs in the mutant liver, in contrast to a very slow turnover rate in normal liver [37], is reminiscent of highly proliferative tissue such as skin and intestine in which stem cells continually generate progeny with diminished replicative capacity. These two models will allow us to trace the origin and differentiation of HSCs as well as perform genetic assessment of signalling pathways important for regulating this mysterious population of cells in the liver.

## Supporting Information

Figure S1 **Deletion of DDB1 in hepatocytes results in ductal cell proliferation.** (A) Gross appearance of livers dissected from 4-week old *DDB1^F/F^* and *DDB1^F/F^;Alb-Cre^+/+^* mice. (B) IHC staining for DDB1 on liver sections from 3-week old *DDB1^F/F^;Alb-Cre^+/+^* mice. Arrows indicate DDB1-positive small cells. (C) DDB1 positive ductal cells (left panel) express Ki-67 (right panel).
(TIF)

Table S1 **Oligonucleotides used in real time RT-PCR.**
(DOCX)

Table S2 **Gene Expression of hepatic oval cells.**
(DOCX)

# Supplementary material for: Genetic Abolishment of Hepatocyte Proliferation Activates Hepatic Stem Cells
**Source:** PLoS One. 2012 Feb 23;7(2):e31846. doi: 10.1371/journal.pone.0031846
**Supplement:** Table S1 — Oligonucleotides used in real time RT-PCR.

**Table S1.　Oligonucleotides used in real time RT-PCR**

| Gene | Forward (5’ to 3’) | Reverse (3’ to 5’) |
| --- | --- | --- |
| *Alb* | TCCTGATTGCCTTTTCCCAGTATCT | GCCAGTTCACCATAGTTT TCACGGA |
| *Ck19* | ACTTGCGCGACAAGATTC | AACTTGGTTCTGAAGTCATCTGC |
| *Spp1* | GGCATTGCCTCCTCCCTC | GCAGGCTGTAAAGCTTCTCC |
| *Sca1* | CAATTACCTGCCCCTACCT | CCTTAGTACCCAGGATCTCCATAC |
| *Cd44* | CACATATTGCTTCAATGCCTCAG | CCATCACGGTTGACAATAGTTATG |
| *Thy1* | GGTCCTTACCCTAGCCAACT | GCAGCATCCAGGATGTGTTC |
| *Cd133* | TCATCGCTGTGGTCGTCATTG | GTCCGCTGGTGTAGTGTTGTAG |
| *Ncam1* | CCATCACGGTTGACAATAGTTATG | CAGCGGTAAGTACCCTCATC |
| *Connexin43* | GATTGAAGAACACGGCAAGG | AGAGCGAGAGACACCAAGGA |
| *Afp* | TCAAGAACTCACCCCAACCT | GGCTCTCCTCGATGTGTTTC |
| *Reelin* | CAACACCAGCAAAGTATGATG | TTTAAGCATGGGCTTTTAGC |
| *Ednrb* | ACAAAGGAAAGCCCCTAA | ATAAAAGACTGCAGTGATGG |
| *Cd206* | GCCAGAGACATAACAGCA | CAGGTTTCCTTTCAGTCCT |
| *Lgr5* | GACAATGCTCTCACAGAC | GGAGTGGATTCTATTATTATGG |
| *18s* | GTA ACCCGTTGAACCCCA TT | CCATCCAATCGGTAGTAGCG |

# Supplementary material for: Genetic Abolishment of Hepatocyte Proliferation Activates Hepatic Stem Cells
**Source:** PLoS One. 2012 Feb 23;7(2):e31846. doi: 10.1371/journal.pone.0031846
**Supplement:** Table S2 — Gene Expression of hepatic oval cells.

**Table S2. Gene Expression of hepatic oval cells**

| **Symbol** | **Gene Name** | **Fold Change** | | | | | Illumina ID † | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | DDB1 ^F/F^;Alb-Cre^+/+^* | | | DDB1 ^F/F^;Alb-Cre^+/+^ /DDC diet † | |  |  |
| **Dmbt1** | Deleted in malignant brain tumor | 210.0648 | 3.673422 | | | ILMN_2629239 | | |
| **Cx43** | Connexin43 | 65.4057 | 0.39409 | | | ILMN_1244291 | | |
| **Cldn4** | Claudin4 | 40.25137 | 0.126288 | | | ILMN_1223949 | | |
| **Sox9** | SRY-box containing gene 9 | 37.39314 | 1.399958 | | | ILMN_2778151 | | |
| **Itgb4** | Integrin beta-4 | 31.7937 | 0.328472 | | | ILMN_3144575 | | |
| **Afp** | Alpha fetoprotein | 17.05499 | 7.516231 | | | ILMN_1245472 | | |
| **Cd44** | Cd44 | 16.8391 | 0.340863 | | | ILMN_1223697 | | |
| **Tnfsf12a** | Tumor necrosis factor receptor superfamily, member 12a (Fn14) | 14.28763 | 0.422023 | | | ILMN_2424299 | | |
| **Ednrb** | Endothelin receptor type B | 13.13272 | 7.975042 | | | ILMN_2589640 | | |
| **Ncam1** | Neural cell adhesion molecule 1 | 10.32549 | 0.268095 | | | ILMN_2804166 | | |
| **Muc1** | Mucin 1, transmembrane | 9.503389 | 0.246299 | | | ILMN_2928489 | | |
| **Cldn7** | Claudin7 | 6.703314 | 0.802454 | | | ILMN_2595477 | | |
| **Ck18** | Cytokeratin-18 | 5.798895 | 0.273644 | | | ILMN_2711267 | | |
| **E-cad** | E-cadherin | 5.45863 | 0.814993 | | | ILMN_2628629 | | |
| **Mrc1** | Mannose receptor, C type 1 | 5.12589 | 4.265823 | | | ILMN_1239430 | | |
| **Cd24a** | Cd24a | 3.993515 | 0.245116 | | | ILMN_1237868 | | |
| **Reln** | Reelin | 2.190358 | 26.19373 | | | ILMN_2704257 | | |
| **Dlk1** | Delta-like 1 homolog | 1.375305 | 1.115234 | | | ILMN_2771738 | | |
| **Hepatocyte specific genes** | | | | | | | | |
| **Alb** | Albumin | -7.059133 | 0.96701 | | | ILMN_2651160 | | |
| **Hnf4a** | Hepatocyte nuclear factor 4, alpha | -3.372866 | 0.640368 | | | ILMN_1237767 | | |
| **Cholangiocyte markers** | | | | | | | | |
| **Spp1** | Secreted phosphoprotein 1 | 100.4196 | 0.610311 | | | ILMN_2690603 | | |
| **Ck19** | Cytokeratin-19 | 36.50504 | 0.189504 | | | ILMN_2614462 | | |
| **Hematopoietic markers** | | | | | | | | |
| **Sca1** | Lymphocyte antigen 6 complex, predicted | 13.00222 | 1.542928 | | | ILMN_1255416 | | |
| **Cd44** | Cd44 | 16.8391 | 0.25481 | | | ILMN_1223697 | | |
| **Thy1** | Thymus cell antigen 1, theta | 1.988748 | | 1.054972 | | | | ILMN_2964185 |

* Fold changes in mRNA expression from hepatic oval cells from DDB1^F/F^;Alb-Cre^+/-^

†Fold changes fraction compared between DDB1^F/F^;Alb-Cre^+/-^ and DDC diet mice

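Spp1 was 96.2-fold higher and Hnf4a 3.34-fold lower in Alb-Cre+/+ EpCAM+ cells than in wild type hepatocytes, where the paper's Table S2 gives 100.4 and -3.37. Alb was at least 6.70-fold lower, from a signal of 794 in wild type hepatocytes. Afp was at least 10.2-fold higher, while Dlk1 had a signal of 138, 405 in Alb-Cre+/- and 1947 in mutant hepatocytes. Prom1, the gene of CD133, was not above background in Alb-Cre+/+ and read 446 after DDC. The paper reports CD133 in mutant oval cells by staining and its increase by quantitative PCR, neither analysed here. Thy1, at the probe annotated to it, was 167 in Alb-Cre+/+ and not above background after DDC; the probe listed for it is annotated to H2-M2.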

††Illumina ID is the gene number in the Illumina gene database.

How the deposited data were processed for this re-analysis (not part of the article)

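RNA was measured on 6 Illumina MouseWG-6 v2 arrays, 1 for each condition: hepatocytes of wild type and of DDB1F/F;Alb-Cre+/+ liver, and EpCAM+ cells of the Alb-Cre+/+, Alb-Cre+/- and Mx1-Cre mutants and of the DDC diet. No condition has a replicate. The labels give an age of 4 weeks for the Alb-Cre+/+ and 6 weeks for the Alb-Cre+/- EpCAM+ cells. They give none for the other arrays, and the paper describes the Mx1-Cre mice as adult. Differences between arrays can therefore not be told apart from differences in age. The labels of the deposited samples give their tissue as mammary while the paper describes liver cells; the samples were taken as liver cells. The authors deposited, for each array, the signal intensity of each probe as summarised over its beads by GenomeStudio without normalization, the detection p-value against negative control probes, the standard error over beads and the number of beads, and a second set of intensities that the authors quantile normalized across the arrays. Of 45281 probes, between 11429 (wild type hepatocytes) and 17152 (DDC) had a detection p under 0.05, with 15872 in mutant hepatocytes, 15829 in Mx1-Cre, 16488 in Alb-Cre+/- and 14942 in Alb-Cre+/+. The mean non-normalized signal ran from 309 in Alb-Cre+/+ EpCAM+ cells to 713 in mutant hepatocytes, and the median standard error over beads was 5.65% to 6.13% of the signal.

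From the non-normalized intensities, the 21827 probes with a detection p under 0.05 on at least 1 array were quantile normalized over the 6 arrays with limma 3.58.1 in R 4.3.3, raised to a common floor of 114 (the median of the lowest normalized signals above background) and taken to log2. In the annotation, 34885 probes have 1 gene symbol, 18 have several and 10378 have none; 2 of the latter were named from Table S2. Each of 12379 genes was read at the probe that Table S2 lists or else at its brightest probe. For Ncam1 and Thy1 this departs from the rule set beforehand: the listed probes are annotated to Igsf9 and H2-M2, so the brightest probes annotated to Ncam1 and Thy1 were read, and the listed ones are given as an alternative. A signal with a detection p of 0.05 or more is called not above background, and a fold against it is a lower bound against the lowest signal above background on that array; no fold is given where both are not above background.

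Folds over 2, the threshold of the paper, were counted for Alb-Cre+/+ EpCAM+ cells and for DDC EpCAM+ cells over wild type hepatocytes, and for Alb-Cre+/+ over DDC. A gene was higher only in the mutant when it was over 2-fold above hepatocytes in the mutant, not after DDC, and over 2-fold above DDC. limma (lmFit, eBayes with trend, Benjamini-Hochberg adjusted p under 0.05) compared the 4 EpCAM+ with the 2 hepatocyte arrays over genes above background on every array of 1 group, and the 3 mutant EpCAM+ arrays with the DDC array in a fit of 3 groups in which the hepatocyte arrays share the estimate of the spread. The 4 against 2 arrays make 15 splits, so no exact test of a gene can go under p = 0.067. The 20 gene lists were: oval cell markers, candidate markers and hematopoietic markers of the paper; cholangiocyte, hepatocyte, endothelial, stellate cell and fibroblast, macrophage, lymphocyte and neutrophil, and erythroid markers; cell cycle, p53 targets, DDB1-Cul4 ligase and substrates, interferon response, NRF2 targets, heme synthesis, Notch, Wnt and TWEAK pathway, inflammatory cytokines and chemokines, bile acid synthesis and transport, and tight and adherens junction. Of their 292 genes 54 were not measured. Lists were tested by camera with a preset correlation of 0.01 and, as an alternative, an estimated one; for single arrays, the median was ranked among 10000 random lists of like signal. Named genes are those of the paper's text and Table S2, whose values had been read before, the 10 highest and 10 lowest of each comparison, and the list members with the largest changes.

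The limma comparisons were tested on simulated data with changes of known size. At log2 changes of 1, 2, 3 and 4, the first comparison recovered 10.6, 69.4, 90.2 and 97.2% of changed genes and the second 4.38, 10.6, 44.1 and 75%, with 4.31% and 2.91% false calls. The simulated noise was normal, with no floor applied and the same spread per gene on every array, the lone DDC array included. These rates may therefore not hold for the real arrays. Unchanged arrays that share the wild type control were simulated 100 times. Alternatives were a detection p under 0.01, no detection filter, normexp background with an offset of 16, median scaling, a floor at 1, the authors' normalized values, the mean of all probes, only genes above background on both arrays, eBayes without trend, array quality weights, genes above background on at least 1 array, each array left out in turn (the DDC array only in the first comparison), only EpCAM+ arrays in the fit, the Alb-Cre+/- array for Table S2 (whose header and footnotes name different genotypes), and genes above background on all 6 arrays. Figures were drawn with matplotlib 3.10.9 and pandas 2.3.3. The paper's quantitative PCR, staining, flow cytometry, transplantation and serum enzyme data are not analysed here.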

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

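The tests on carry-over of oval cells, on Afp and on macrophage markers in the Alb-Cre+/+ and Mx1-Cre fractions were chosen only after the result was seen. Among the 4 EpCAM+ arrays, 1 array lay far from the others for 3 of 30 genes the paper names: Alb, highest in Mx1-Cre (gap over range 0.852), Mrc1, lowest after DDC (0.863), and Dlk1, highest in Alb-Cre+/- (0.850). Among arrays that vary alike, chance marks about 1 in 20 groups, here 1.50 genes. These 4 arrays differ in genotype and treatment, and signals at background were raised to a common floor. That rate is therefore only a rough guide. Mrc1 was picked by the study from these samples as higher than after DDC, so its mark is not independent evidence.

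Reln, Ednrb and Mrc1 were higher in the EpCAM+ cells of all 3 DDB1 mutants than after DDC, and so were endothelial markers, outside the genes the paper discusses, by a median log2 of 1.56, with Clec4g at 16337 in Alb-Cre+/+, 23780.5 in Alb-Cre+/-, 12143 in Mx1-Cre and 1275 after DDC. The tables argue against normalization as the source of the 3 genes' folds. Their smallest log2 fold was 2.22 under median scaling, normexp background and the authors' values. In the mean of the 3 mutants they also argue against stellate cells or fibroblasts. Those markers moved by a median log2 of 0.11 and ranged from -1.38 to 0.92, against 2.29 or more for the 3 genes. Single arrays are less clear. In Alb-Cre+/+ 2 of 15 such markers were over 2-fold above DDC and 1 below, with Col3a1 at log2 1.83 and Dcn at log2 1.52. In Alb-Cre+/- 3 were above and 0 below, and in Mx1-Cre 0 and 2, so a part from such cells stays open. The values argue against macrophages with the listed markers in Alb-Cre+/+ and Mx1-Cre, where at most 1 of 13 was over 2-fold above DDC. Clec10a, H2-Eb1 and H2-Ab1, outside the list, were higher in Alb-Cre+/+ than after DDC. Cells low in the listed markers were not tested and stay open there. Over all 3 mutants (median log2 0.51) macrophages cannot be told apart, since their markers were higher on the Alb-Cre+/- array. The paper describes F4/80-negative sorting for the Alb-Cre+/+ mutant but does not state it for the Alb-Cre+/- array. RNA of endothelial cells in the sorted fraction stays open as a candidate source of part of these signals, although the sort for EpCAM should exclude them (median log2 1.56 of 18 markers, 10 of which were above background in wild type hepatocytes), as do, untested, a deviation of the lone DDC array and a difference between the genetic and the chemical injury.

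Macrophage markers were higher in Alb-Cre+/- than after DDC by a median log2 of 1.54, also outside the genes the paper discusses, with Vsig4 at 2326 and Clec4f at 1950.3 in Alb-Cre+/-. Cell cycle genes, outside those the paper discusses, were higher in the 3 mutants than after DDC by a median log2 of 0.62, such as Bub1b (4.14-fold in Alb-Cre+/+, 4.08-fold in Mx1-Cre) and Mcm5 (2.42-fold and 3.50-fold); camera called the list (adjusted p = 0.0044, and adjusted p = 0.94 with an estimated correlation), but the DDC arm is 1 array, so the call does not separate the models from a deviation of that array. Without the Mx1-Cre array the list was not called (adjusted p = 0.06, with 3.4e-04 the lowest over its alternatives and that with an estimated correlation the highest).

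Hepatocytes of the mutant, a sample on which the paper reports no array result, carried oval cell and cholangiocyte markers above wild type hepatocytes (cholangiocyte median log2 1.78), stellate cell and fibroblast markers (median log2 1.93), Reln (4.61-fold), Ednrb (16.8-fold), Mrc1 (at least 6.42-fold) and Afp (at least 67.6-fold). Oval cells do not account for Afp, whose signal of 10819 was 4.77 times that of the highest EpCAM+ array. Whether oval cells carried over into this fraction account for the oval cell and cholangiocyte markers cannot be told apart from a change in the hepatocytes: relative to Alb-Cre+/+ EpCAM+ cells the markers read a median share of 11.2%, but the quartiles of the shares lie 2.24 log2 units apart, Aqp1 at 239% and Cldn3 at -23.4%. Macrophage (median log2 1.62, 10 of 13 over 2-fold) and endothelial markers (median log2 1.03, 11 of 18) were higher in the same sample, so other non-parenchymal cells in the fraction stay open, untested, as does loss of DDB1 in the hepatocytes as a biological explanation.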

How the results depend on the processing

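The non-normalized signals, the probe that Table S2 lists for Ncam1 and Thy1, and a normalization without the mutant hepatocyte array were chosen as alternatives after seeing the data; all others were set before the data were examined. No paired analysis was possible because each condition is 1 array and the labels pair no arrays. Of 402 folds of named genes past 2-fold, 2876 of 2881 values under the alternatives kept their direction. Over all single-array folds of named genes, 2969 values stayed within the error over beads, 1235 moved beyond it and 5, of folds past 2-fold, turned; 48 of 1328 values of smaller folds, among the others, changed sign. Over Alb-Cre+/+ against DDC, Dmbt1 (log2 -0.018) and Ncam1 (log2 -0.50) turned with the Alb-Cre+/- array, Ncam1 (log2 -0.53) at the listed probe, and Cldn7 (log2 -0.32) and Cdh1 (log2 -0.30) with non-normalized signals; the cause was not tested beyond the change of array or probe. Of the 593 single-array folds of named genes, 197 are bounds and have no value when only genes above background on both arrays are taken.

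With only genes above background on both arrays, fewer genes remain: 1117 in place of 2222 were over 2-fold higher than wild type hepatocytes in Alb-Cre+/+, 1160 in place of 2218 after DDC, 732 in place of 1474 in both and 165 in place of 404 only in the mutant. The 1679 genes lower after DDC than in wild type hepatocytes became 1080 with median scaling and 2579 with normexp background. Genes higher in Alb-Cre+/+ than after DDC went from 852 to 497 and 1443, genes lower from 872 to 1716 and 1573, and median scaling left 236 higher only in the mutant. The cause was not tested. The other alternatives, the normalization without mutant hepatocytes among them, kept these counts within 1.5 times. The correlation of 0.921 between the Alb-Cre+/+ and DDC arrays became 0.940 with no detection filter, which adds probes at background, and 0.904 over genes above background on all 6 arrays.

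For EpCAM+ cells against hepatocytes, limma called 670 genes higher, in place of 1046, with median scaling, 613 with array quality weights and 581 over genes above background on at least 1 array. Leaving out 1 array at a time gave 252 (without wild type hepatocytes) to 1027 (without mutant hepatocytes) genes higher, with 650 without Alb-Cre+/-, and 682 (without Alb-Cre+/-) to 1542 (without mutant hepatocytes) lower; a lone hepatocyte array is then assumed to vary like the other groups. The cause of the first 3 was not tested. For the mutants against DDC, limma called 0 genes higher, also without each array except DDC in turn, but 1 with normexp background, 1 with the authors' normalized values, 1 with the mean of all probes and 3 with array quality weights. The 55 called lower became 95 with normexp background, 93 with the authors' normalized values, 112 with array quality weights, 108 with only EpCAM+ arrays in the fit, and 0 with median scaling, with a floor at 1 and with eBayes without trend (412, 385 and 454 at an unadjusted p under 0.05). Without 1 array at a time they ranged from 0 (without any 1 of the 3 mutants; 458 to 663 at an unadjusted p under 0.05) to 101 (without either hepatocyte array). The cause was not tested. Of 103 calls of named genes, 1395 of 1647 values under the alternatives stayed past the threshold and 0 turned. For gene lists, 493 values under the alternatives stayed on their side of the threshold, 23 lost and 19 gained a call and 0 turned; no list was called with an estimated correlation. Signals near background leave the folds of dim genes such as Epcam and Kit as bounds or close to the floor.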

Differences from the paper's values

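Values are set against both columns of the paper's Table S2, at the probes that the table lists; 9 of 23 folds over wild type hepatocytes are measured here and 14 are lower bounds. Of the measured folds 1 differs by more than 1.5 times; of the bounds, 11 lie over 1.5 times from the paper's fold, but a bound under the paper's fold was not counted as a difference, which leaves 1. With a floor at 1, which takes signals at background as they are, 21 of 23 lie within 1.5 times of the paper's. Sox9 was 22.3-fold above wild type hepatocytes, the paper's value being 37.4; with normexp background and with the Alb-Cre+/- array the difference is within 1.5 times, and under the other alternatives set before the data it is not. At the probe listed for Thy1, which is annotated to H2-M2, the fold was at least 3.48, the paper's 1.99; the values do not differ with detection P under 0.01, median scaling, the mean of all probes and the Alb-Cre+/- array, and do under the others.

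The ratios of Alb-Cre+/+ to DDC EpCAM+ cells differ from the paper's second column for 21 of 24 values. Under all 8 alternatives set before the data, where they give a value, 17 of these still differ. The value here is above the paper's for Dmbt1 (11.3, the paper's 3.67), Gja1 (0.997, the paper's 0.394), Cldn4 (0.286, the paper's 0.126), Itgb4 (0.835, the paper's 0.328), Afp (15.0, the paper's 7.52), Tnfrsf12a (1.11, the paper's 0.422), Ncam1 (0.691, the paper's 0.268), Muc1 (0.631, the paper's 0.246), Cldn7 (2.06, the paper's 0.802), Krt18 (0.649, the paper's 0.274), Cdh1 (2.17, the paper's 0.815), Cd24a (0.581, the paper's 0.245), Hnf4a (1.79, the paper's 0.640), Spp1 (1.40, the paper's 0.610), Krt19 (0.457, the paper's 0.190) and Ly6a (4.43, the paper's 1.54). It is below the paper's for Reln (12.9, the paper's 26.2). Ncam1 is read here at the listed probe, which is annotated to Igsf9. Among the 8 alternatives set before the data, only the Alb-Cre+/- array brings Sox9 (0.857, the paper's 1.40) within 1.5 times. For Ednrb (20.2, the paper's 7.98) only the mean of all probes among them does so, while non-normalized signals give 7.97. Cd44 has 2 entries with the same probe in the table. Among the same 8 alternatives, its ratio of 0.642 differs from the paper's 0.341 except with median scaling and with the Alb-Cre+/- array. It differs from the paper's 0.255 except with the Alb-Cre+/- array. Non-normalized signals give 0.255, within 1.5 times of both entries. With non-normalized signals, chosen after seeing the values, 20 of 24 ratios fall within 1.5 times of the paper's, while 11 of 23 folds over wild type hepatocytes then differ (2 of 23 with normalization and a floor at 1, where none is a bound either), and 0 of 20 genes that the paper lists over 2-fold drop to 2-fold or less, against 2 with median scaling, 2 with the mean of all probes and 1 with detection P under 0.01. Alb over DDC has no value here, being above background on neither array, nor has Dlk1 over hepatocytes, where it was not above background and its Alb-Cre+/+ signal lies under the lowest signal above background.

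The paper states that the oval cells do not express C-kit; Kit was dim but above background on all 4 EpCAM+ arrays (135, 222, 182 and 134), while Cd34 was not. It states that Reelin, EdnrB and Cd206 are not expressed in oval cells of the injury model; on the DDC array Reln (316), Ednrb (173) and Mrc1 (124) were above background, and all 3 were lower there than in each mutant. The paper calls Fn14 raised in oval cells; Tnfrsf12a was 14.7-fold above wild type hepatocytes but not called by limma over both hepatocyte arrays, except without mutant hepatocytes (adjusted p = 0.011; 0.011 to 0.49 over its alternatives). Cd44, which the paper lists as expressed, was called only with normexp background (adjusted p = 0.048) and without the Mx1-Cre array (adjusted p = 0.011), with 0.011 to 0.43 over its alternatives. Its fold over wild type hepatocytes was at least 10.9-fold. For both genes the fold over wild type hepatocytes goes the paper's way. The limma comparison tests a difference from both hepatocyte arrays and not expression, so it does not contradict the paper. The paper also reports Cd44 raised by quantitative PCR, which is not analysed here. It reports CD133 in mutant oval cells by staining and quantitative PCR, while Prom1 was not above background on the Alb-Cre+/+ array.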

Other observations

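Both tests on Table S2 were chosen only after the result was seen. Of the 25 ratios to DDC in the paper's Table S2, 20 lie within 5% of the ratio of the non-normalized Alb-Cre+/+ and DDC signals and 0 within 5% of the ratio of normalized signals; Cldn4, for example, gives 0.126 without and 0.286 with normalization. For 2 more rows, the first Cd44 entry (0.341) and Thy1 (1.055), the non-normalized ratio at another probe of the gene lies within 5%. Sox9 (1.40) lies within 5% of none of these ratios. The column may therefore hold ratios of non-normalized signals, on which the Alb-Cre+/+ array was the dimmest of the 6. For Reln and Mrc1 the non-normalized Alb-Cre+/+ ratios are 4.55 and 2.61, against 26.2 and 4.27 on the Alb-Cre+/- array. The paper's 2 values lie at most 0.0181% from the latter and may come from that array. For Ednrb, also counted among the 20, the paper's 7.97504 lies nearer to 7.97482 on Alb-Cre+/- than to 7.96805 on Alb-Cre+/+. It may come from either array. No more than these 3 of the 25 ratios lie within 5% of the non-normalized Alb-Cre+/- ratio. Normalized Alb-Cre+/- signals, which bring both Sox9 values within 1.5 times of the paper's, were not part of this 5% comparison.

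In hepatocytes of the mutant, Gsta1 was 47.7-fold, Cbr3 at least 10.7-fold and Srxn1 4.67-fold above wild type hepatocytes among NRF2 targets (median log2 0.75, percentile 99.7; percentiles are among 10000 random lists). Zmat3 (5.47-fold), Cdkn1a (5.10-fold) and Mdm2 (3.92-fold) were higher among p53 targets (median log2 1.32, percentile 100), and Plk1 (5.34-fold), Mcm4 (4.99-fold) and Bub1b (at least 4.82-fold) among cell cycle genes (median log2 1.04, percentile 100). Cdkn1a and Cdt1 (2.75-fold) were the members of the DDB1-Cul4 list over 2-fold higher (median log2 0.49, percentile 95.1). Vsig4 (6.11-fold) and Clec4f (3.11-fold) rank with the macrophage markers (median log2 1.62, percentile 100), Clec4g (7.35-fold) with the endothelial ones (median log2 1.03, percentile 100.0), and Acta2 (8.37-fold) with those of stellate cells. Of interferon response genes, 4 of 14 were over 2-fold lower, such as Bst2 (5.13-fold), and 1 higher (median log2 -0.39, percentile 3.46).

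In EpCAM+ cells, cytokines and chemokines were above wild type hepatocytes after DDC (median log2 2.38, percentile 100) and in Alb-Cre+/+ (median log2 1.38, percentile 100.0). The median log2 was 1.21 in Alb-Cre+/- (percentile 99.99) and 0.51 in Mx1-Cre (percentile 96.2). Over all EpCAM+ arrays against both hepatocyte arrays, camera left the list uncalled (adjusted p = 0.061, and adjusted p = 0.75 with an estimated correlation). It was called in 3 of 14 other settings, with adjusted p from 0.032 to 0.89. Of the list, 5 of 14 were over 2-fold lower in the mean of the 3 mutants than after DDC (median log2 -0.43, percentile 0.0800), Ccl2 by 8.37-fold in Mx1-Cre. Camera left this difference uncalled, though not in every setting (adjusted p = 0.089, and adjusted p = 0.94 with an estimated correlation). It was called in 5 of 13 other settings, with adjusted p from 0.0081 to 0.42. Heme synthesis genes were lower than in hepatocytes in limma's groups (2 of 5 called, 2 when adjusted over the list alone). Camera called them (adjusted p = 0.028, and adjusted p = 0.23 with an estimated correlation), and in 13 of 14 other settings, with adjusted p from 0.0097 to 0.13. NRF2 targets were lower too (2 of 8, 2 when adjusted over the list alone). Camera called them (adjusted p = 0.038, and adjusted p = 0.53 with an estimated correlation), and in 12 of 14 other settings, with adjusted p from 0.0024 to 0.57. The pooled hepatocytes include the mutant array, where the NRF2 median log2 over wild type was 0.75. Over wild type hepatocytes alone, the NRF2 median log2 was -0.05 in Alb-Cre+/+, 0.11 after DDC, -0.12 in Alb-Cre+/- and -0.24 in Mx1-Cre. Oval cell markers as a list rose (11 of 13 called, 12 when adjusted over the list alone; adjusted p = 6.3e-06, and adjusted p = 0.35 with an estimated correlation), a list taken from the paper's text and Table S2 on these samples and thus not independent evidence. Of hematopoietic markers, also named by the paper, limma called 0 of 3 (1 when adjusted over the list alone; adjusted p = 0.46, and adjusted p = 0.75 with an estimated correlation). Lymphocyte and neutrophil markers (median log2 0.02, percentile 60.2), erythroid markers (median log2 0.09, percentile 79.1) and stellate cell markers (median log2 0.11, percentile 88.0) had medians near 0 between the 3 mutants and DDC, while Hba-a1 (log2 2.16), Ecm1 (log2 -1.38) and Timp1 (log2 -1.08) lay apart, none of them called by limma.

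Apom (21.6-fold in Mx1-Cre, 9.45-fold in Alb-Cre+/-), Mup2 (at least 254-fold in Alb-Cre+/-) and Apoa1 (40.7-fold in Alb-Cre+/-, 16.5-fold in Alb-Cre+/+) are hepatocyte genes with higher signals in mutant than in DDC EpCAM+ cells, and 10 of 29 hepatocyte markers were over 2-fold higher in Alb-Cre+/- (median log2 0.44, percentile 100.0). In the mean of the 3 mutants 4 were over 2-fold higher and 1 lower, and camera left the list uncalled, though not in every setting (adjusted p = 0.054, and adjusted p = 0.94 with an estimated correlation; called in 5 of 13 other settings, with adjusted p from 0.0013 to 0.19). In mutant hepatocytes 1180 genes were over 2-fold higher and 871 lower than in the wild type. Against DDC, 633 genes were over 2-fold higher and 507 lower in Alb-Cre+/-, and 556 and 511 in Mx1-Cre.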
